# The Storage Conditions of High-Fat Diet Are the Key Factors for Diet-Induced Obesity and Liver Damage

**DOI:** 10.3390/nu14112222

**Published:** 2022-05-26

**Authors:** Chuanyou Yi, Dandan Li, Xiao Guo, Jinhui Wang, Cenxi Liu, Guangxing Lu, Yan Sun, He Huang, Shangyu Hong, Jin Li

**Keywords:** high-fat diet, storage condition, obesity, liver damage, medium-chain triglyceride, unfolded protein response, NNMT

## Abstract

The diet-induced obesity (DIO) mouse model has been widely used for obesity studies. The effects of storage conditions on the composition of nutrients in high-fat diets (HFDs) and their impact on metabolic homeostasis have not been systemically investigated. In the current study, we tested the effects of HFDs stored under different conditions and found that mice fed a HFD stored in the fridge (HFD^fri^) gained less weight than those fed HFDs stored in the freezer (HFD^fre^). Further analysis revealed that changes in the relative abundance of medium-chain triglyceride (MCT) in the HFD^fri^, which have much lower intestinal absorption rates, contributed to the body weight differences. In contrast, exacerbated liver damage and elevated levels of unfolded protein response (UPR) was observed in the mice fed by HFD^fri^. Depletion of the UPR-regulated gene *Nnmt* alleviated liver damage via the inhibition of the integrated stress response (ISR). Our study, for the first time, provides evidence that HFD storage conditions can have a significant impact on both body weight changes and liver damage in the DIO model.

## 1. Introduction

Obesity has been recognized as an important chronic disease, which leads to various severe complications such as non-alcoholic fatty liver disease (NAFLD), non-alcoholic steatohepatitis (NASH), and cardiovascular diseases [1,2,3,4]. The diet-induced obesity (DIO) mouse model has been widely used for obesity studies [5], and several kinds of special diets, including high-fat diets (HFDs, 65% energy from fat) and high-fat–high-sucrose diets (HFHSDs, 40% energy from fat and 45% from sucrose), were used to establish the DIO model.

Though some investigators have customized their own diets for the establishment of the DIO model, most investigators use standardized diets provided by vendors such as Research Diets, Inc. (New Brunswick, NJ, USA) or *LabDiet* (Quakertown, PA, USA). These vendors also provide other kinds of diets for obesity studies, such as a high-protein–low-carbohydrate diet or a methionine- and choline-deficient (MCD) diet. The employment of various kinds of standardized diets has reduced the experimental variations introduced by the diet itself, which has helped us to better understand the mechanism of obesity and develop specific therapies for its treatment.

In comparison, the impact of the storage conditions on the nutritional components of the HFDs and their impact on metabolic homeostasis have been generally ignored. The storage conditions are obviously an important factor in the food industry. For biomedical experiments, the HFD is stored at low temperatures at all times. Normally, the HFD is stored in dry ice for transportation, and then stored in either a freezer (−20 °C) or a deep freezer (−80 °C) for long-term storage. Once the package is opened, the investigators may store the HFD in either a fridge (4 °C) or a freezer in the animal facility. The decision is normally dependent on the equipment provided by their animal facility. It is intriguing to study whether the storage conditions for a HFD, after the package has been opened, contribute to the phenotypic changes of the DIO model.

Nicotinamide N-methyl transferase (NNMT) is an enzyme that converts nicotinamide (NAM) to N1-methylnicotinamid (MNAM), and is therefore responsible for the regulation of the abundance of NAD+. The important role of NNMT in maintaining metabolic homeostasis has been investigated in various contexts [6,7,8]. Notably, the expression of *Nnmt*can be regulated by the unfolded protein responses (UPR)-related protein kinase R-like endoplasmic reticulum kinase (PERK)-activating transcription factor 4 (ATF4) signaling in the context of either alcohol/palmitate-induced liver damage [9,10], or carbon tetrachloride-induced NASH [11]. In contrast, its effects on dietary-induced liver damage and the relevant mechanisms have not been studied.

Driven by pure curiosity, we tested the effects of HFD stored in different conditions on young male C57 BL6/J mice. Surprisingly, mice fed byHFDs stored in the fridge (HFD^fri^) gained weight significantly slower than those fed HFDs stored in the freezer (HFD^fre^). A mechanistic study revealed that changes in body weight are related to the low absorption efficiency of medium-chain triglycerides (MCT), which are enriched in the HFD^fri^. Interestingly, the conditions of HFD^fri^ led to activated unfolded protein responses (UPR), enhancement of PERK-ATF4-NNMT signaling, and exacerbated liver damage. Hepatocyte-specific knockout (KO) of *Nnmt* inhibited the integrated stress response (ISR) and protected the liver from MCD diet-induced liver damage.

## 2. Materials and Methods

**Animal Experiments:** All animal experiments were performed according to procedures approved by the Fudan University School of Life Science ethical committee. Wild-type C57BL6/J mice were obtained from GemPharmatech. Eight-week-old male mice were fed by HFD^fri^ or HFD^fre^ side-by-side for seven weeks in the animal facility of Fudan University (specific pathogen free level). The *Alb-Cre* mice and *Nnmt ^flox/flox^* mice were ordered from VIEWSOLID BIOTECH. Mice were maintained under a 12 h light/12 h dark cycle at constant temperature (23 °C), with free access to food and water. The HFD was sealed and stored in −80 °C for long-term storage. Once the package was opened, the HFDs were stored in −20 °C or 4 °C for 7 days before use. The HFD was changed every 3 or 4 days for the mice. The HFD used in the current study was ordered from Research Diet (Cat# D12492). The HFD was stored in −80 °C for 4–12 weeks after the shipment arrived. The HFD diet was moved from −80 °C to −20 °C seven days before the experiments started and stored in −20 °C until the end of the experiments. For every experiment, a new batch of HFDs was moved from −80 °C to −20 °C freshly. The storage time of the HFD used is consistent between the HFD^fri^ and HFD^fre^. Male *Nnmt* KO mice or control mice were fed on a methionine- and choline-deficient (MCD) diet for 8 weeks.

**Lipid Profile:** Blood samples were collected through the tail vein or eyeball and centrifuged at 4000 rpm for 10 min to collect serum. Serum samples were stored at −80 °C. Commercial kits were used to measure triglyceride (TG), total cholesterol (TC), low-density lipoprotein cholesterol (LDL-c), and high-density lipoprotein cholesterol (HDL-c), according to the manufacturer’s guidelines (Nanjing Jiancheng Bioengineering Institute, Nanjing, China).

**Oral Lipid Tolerance Test:** Unless specified, eight-week-old male C57 BL6/J mice without exposure to HFD^fri^ or HFD^fre^ were used for the Oral Lipid Tolerance Test (OLTT experiment). The mice were fasted for 16 h and administrated with sunflower oil (8001-21-6, Sigma; 3.90 g/kg) or medium-chain triglyceride (MCT) (the Nisshin OilliO Group, Ltd.; 4.12 g/kg) via oral gavage. Blood samples were collected via tail vein at 0, 1, 2, 3, 5, and 8 h after the oral gavage, and the serum was acquired by centrifuging the samples at 4000 rpm for 10 min. Commercial kits were used to measure TG and TC concentrations according to the manufacture’s guidelines (Nanjing Jiancheng Bioengineering Institute).

**Lipid and Metabolite Extraction:** The extraction method was modified from a published article [12], and is described briefly here. Serum was collected by centrifuging at 4000 rpm for 10 min at 4 °C from either mice fed HFD^fri^ or HFD^fre^, and 50 µL was transferred to a new glass centrifuge tube. Then, 200 µL HPLC-grade water, 1 mL HPLC-grade methanol, and 5 mL high-performance liquid chromatography (HPLC) methyl tert-butyl ether (MTBE) were vortexed for 1 min. The mixture was then incubated on a rotator for 1 h at room temperature; then, 1.5 mL HPLC-grade water was mixed and vortexed for 1 min. The mixture was separated into two phases after centrifuging at 1000× *g* for 10 min at 4 °C; non-polar lipids and aqueous metabolites were contained in the upper phase and the lower phase, respectively. A SpeedVac was used to dry the non-polar lipids and aqueous metabolites at room temperature. The dried lipids or metabolites were stored at −80 °C until analysis by a liquid chromatograph mass spectrometer (LC-MS).

**Untargeted Lipidomics:** A mixture of 2-propanol:acetonitrile:water (*v:v:v* 30:65:5; 200 µL) was used to reconstitute the nonpolar lipids. A 5 µL reconstituted sample was used for analysis by liquid chromatograph mass spectrometer (LC-MS). The untargeted lipidomics method was modified from a published method [13] by using a C30 column (Acclaim C30, 3 µm, 2.1 × 150 mm). The mass-spec data were acquired using an Orbitrap Exploris 480 (Thermo Fisher Scientific, Shanghai, China), utilizing the polarity-switching approach with data-dependent acquisition (DDA) mode enabled. All lipidomics RAW files were processed on *LipidSearch* 4.0 (Thermo Fisher Scientific) for lipid identification.

**Targeted Metabolomics:** A total of 100 µL acetonitrile:water (*v:v* 50:50) was used to reconstitute the aqueous metabolites. A 5 µL reconstituted sample was used for analysis by LC-MS. The targeted metabolomics method was modified from a published protocol [14] by using an amide hydrophilic interaction liquid chromatography (HILIC) column (XBridge Amide 3.5 µm, 4.6 × 100 mm). The mass data were acquired by a QTRAP 5500+ (AB Sciex) using the polarity-switching approach. The LC-MS/MS peak integration was determined on MultiQuant (AB Sciex), and data were transferred to the metabolomics spreadsheet.

**Metabolomic and lipidomic data analyses:** The MetaboAnalyst 5.0 and LINT-web website was utilized to analyze metabolomic and lipidomics results. In brief, the data was normalized to the median value, log-transformed, and auto-scaled. Then, the relative abundance was calculated based on the processed data. The details of how these tools work are described in the literature [15,16].

**Western Blotting:** Tissues were lysed in 1% NP40 buffer with protease and phosphatase inhibitors. Total protein was determined using a BCA Protein Assay Kit (23225; Thermo Fisher Scientific). Proteins were then separated by 10% SDS-PAGE and transferred to PVDF membranes (Merck Millipore, Beijing, China). The PVDF membranes with proteins were incubated with various specific primary antibodies (Supplementary Table S1) overnight at 4 °C, and then incubated with HRP-conjugated secondary antibodies for 60 min. ECL Reagent (34577, Thermo Fisher Scientific) and a Clinx ChemiScope 6000 (Clinx Science Instruments Co., Ltd., Shanghai, China) were used for visualizing protein bands.

**Histology:** The procedure of immunohistochemistry (IHC) was conducted, and is described briefly as follows: the liver was fixed in 10% formalin for paraffin-embedding, sectioning, and staining. Picrosirius red staining was used to identify the collagen histochemistry with a picro-sirius red reagent (Servicebio, GB1018). The MMP2 staining used an anti-MMP2 rabbit monoclonal antibody (mAb) (Servicebio, GB11130), and the secondary antibodies are HRP-goat antirabbit IgG (H + L) (Servicebio, GB23303). The sections were reacted with DAB kit (DAKO, K5007). Histochemical staining of liver was visualized with a microscope (CIC, XSP-C204) using a 20× objective lens. The quantification of MMP2 staining was performed by initially processing the images with a plug-in software called “IHC Profiler” in ImageJ. The processed MMP2 images and the original PSR images were refined by the “image->adjust->threshold” function and quantified by the ”analyze->measure” function of ImageJ.

**Body Composition:** Body composition was acquired using an Echo MRI (Echo Medical Systems, Houston, TX, USA) with a 3-in-1 Echo MRI Composition Analyzer in order to determine lean mass and fat mass values prior to biochemical experiments.

**Indirect calorimetry:** The energy expenditure was determined by the Promethion Comprehensive Lab Animal Monitoring System (CLAMS, Sable Systems International, NV, USA) housed within a temperature-controlled environmental chamber at Fudan University. A total of 8 male C57Bl/6J mice at 8–10 weeks of age were purchased and fed with HFDs kept under different storage conditions. Before the experiment started, the mice were acclimatized in the CLAMS for 48 h and monitored for 48 h. The data were processed as previously described [17].

**Energy Content Test:** The energy content of diets and feces was measured using a bomb calorimeter (IKA, Guangdong, China) according to the manufacturer’s protocol.

**Glucose and Insulin Tolerance Testing:** For the glucose tolerance test (GTT), mice were fasted for 16 h and received 1 g/kg body weight glucose by i.p. Blood samples were collected and glucose levels were monitored with a portable glucometer at 0, 15, 30, 60, 90, and 120 min time points after i.p. For the insulin tolerance test (ITT), mice were fasted for 5 h and received 0.3 U/kg body weight insulin by i.p. Blood glucose levels were also measured at 0, 15, 30, 60, 90, and 120 min time points after i.p.

**RNA-seq Assay:** Total RNA was extracted from the liver using TRIzol reagent (Thermo Fisher Scientific). Extracted RNA was then reversely transcribed using the PrimeScript™ RT reagent Kit (Takara). RNA-seq libraries for expression analysis were constructed using KAPA RNA HyperPrep Kit KR1350 v1.16, according to the vendor’s protocol, and paired-end 2 × 150 bp reads were sequenced using the Illumina HiSeq platform. The raw data were aligned and quantified by HISAT2 [18]. The raw data was deposited to the Gene Expression Omnibus database at GSE203040. Differentially expressed genes were determined by DESeq2 [19], and *p* values < 0.05 and Log_2_ fold changes > 2 were recognized as the cutoff.

**RT-qPCR:** Total RNA was extracted from tissues with TRIzol (Thermo Fisher Scientific). Extracted RNA (500 ng) was converted into cDNA using the PrimeScript™ RT reagent Kit (Takara). Quantitative RT-PCR (qRT-PCR) was performed with SYBR Green PCR Master Mix (Applied Biosystems, Waltham, MA, USA) in an Applied Biosystems QuantStudio 5. The internal reference genes *36b4* or *Tbp* were served as internal reference genes. The primer sequences are provided in Supplementary Table S2.

**Statistics:** Gene set enrichment analyses (GSEAs) were performed according to their guidelines [20,21]. The Student *t*-test, two-way repeated-measures ANOVA analysis, and a post hoc test of multiple comparison tests where ANOVA found significance were used in this study. The exact *p*-values are provided in Supplementary Table S3.

## 3. Results

### 3.1. Lipid Absorption Efficiency Contributed to Body Weight Differences Induced by HFD Storage Conditions

The young male wild-type C57 BL6/J mice were fed HFDs stored in either a fridge or a freezer (Figure 1A). The detailed storage protocol is described in the Section 2. The energy content in the diet was tested prior to the start of the experiment by bomb calorimetry. No difference in energy content was observed between the two types of HFD (Figure 1B). However, a consistently lower body weight was observed in the mice fed by HFD^fri^ when compared to those fed by HFD^fre^ (Figure 1C). Body composition analysis revealed less fat mass—but not lean mass—in the HFD^fri^ mice (Figure 1D).

To elucidate the reasons for body weight differences, we systemically analyzed the metabolic features of these mice. No difference was observed in food intake (Figure 1E) and water intake (Supplementary Figure S1A). The results of a Comprehensive Lab Animal Monitoring System (CLAMS) analysis indicated the energy expenditure was comparable between mice fed by the two different types of HFD (Figure 1F,G and Supplementary Figure S1B,C). Notably, the mice fed by HFD^fri^ showed an impaired circadian rhythm of energy expenditure, whose mechanism needs to be studied in the future. The physical activities of these mice were similar (Supplementary Figure S1D). The expression of thermogenic genes and proteins in the adipose tissue was not changed by different types of HFD (Supplementary Figure S1E–G). The expression of lipolytic genes and proteins in adipose tissues was also not dramatically changed (Supplementary Figure S1H,I).

In addition to energy expenditure and food intake, body weight can also be regulated by the absorption efficiency of food. Interestingly, more energy content was detected in the feces of mice fed by HFD^fri^ (Figure 1H). Because the majority of energy in HFDs is derived from lipids, we first tested the lipid absorption efficiency in mice fed different types of HFD. No difference was observed in the oral lipid tolerance test (OLTT) with sunflower oil [22] between the two groups of mice with exposure to HFD (Supplementary Figure S1J), indicating the HFD^fri^ did not change the physiological capability of lipid absorption in the mice. Therefore, we hypothesized that the difference in fecal energy content was rather induced by differences in the diet as a result of storage conditions.

### 3.2. The Enrichment of MCT in HFD^fri^ Is Correlated to the Diet-Induced Body Weight Differences

Untargeted lipidomics was used to analyze the lipid composition of HFD^fri^ and HFD^fre^. Notably, remarkable upregulation of the relative abundance for MCT and downregulation of long-chain triglyceride (LCT)/long-chain diglyceride (LCD) were discovered in HFD^fri^ (Figure 2A, Figures S2A and S4).

To validate whether MCT content differences affected the absorption efficiency, the oral lipid tolerance test (OLTT) was performed in wild-type mice with either MCT-enriched oil or sunflower oil (mixture of MCT and LCT) containing equal amounts of triglycerides (TG). In comparison to sunflower oil, mice receiving MCT-enriched oil via oral gavage presented lower serum concentrations of TG and total cholesterol (TC) in OLTT (Figure 2B and Supplementary Figure S2B). Next, we analyzed the lipid absorption profile for sunflower oil on the serum collected in the initial and two-hour time points of wild-type mice. The serum relative abundance of LCT in the two-hour time point was much higher than MCT in mice (Figure 2C, Supplementary Figure S2C and Table S5). In consistence, the carbon number of upregulated TG in the two-hour time point was higher than the downregulated TG (Figure 2D). These results indicated the LCT has a higher absorption efficiency than MCT.

We then studied the effects of MCT-enriched oil or sunflower oil on the obesity-related phenotypes by treating mice with oil containing equal amounts of energy via oral gavage. After two weeks of treatment, we did not observe dramatic body weight differences (Supplementary Figure S2D). However, consistent with our observations of the mice fed HFD^fri^, the mice fed MCT-enriched oil had lower-weight inguinal white adipose tissue (iWAT) and epididymal white adipose tissue (eWAT) (Figure 2E). Therefore, the changes of lipid absorption efficiency and body composition induced by HFD^fri^ were likely due to the high abundance of MCT in the diet.

### 3.3. HFD^fri^ Led to Exacerbated Liver Damage

We then tested the effects of different types of HFD on metabolic homeostasis. The mice fed HFD^fri^ presented similar performance on the glucose tolerance test (GTT, Figure 3A) and better performance on the insulin tolerance test (ITT, Figure 3B). The insulin assay also revealed a stronger response to insulin stimulation in the liver and the iWAT of mice fed HFD^fri^ (Figure 3C). However, the serum concentration of alanine aminotransaminase (ALT) and aspartate aminotransferase (AST) was elevated in mice fed HFD^fri^ (Figure 3D). Notably, the inflammation and fibrosis-related genes were upregulated in the livers of these mice (Figure 3E,F). In addition, we observed the elevation of both the Picro Sirius Red (PSR) staining signal (Figure 3G) and Matrix Metallopeptidase 2 (MMP2) staining signal (Figure 3H) in the liver from the mice fed by HFD^fri^. These results suggest that HFD^fri^ induced exacerbated liver damage in comparison to HFD^fre^.

### 3.4. HFD^fri^ Activated UPR-NNMT Signaling in the Liver

We further explored the underlying mechanism of the liver damage by performing RNA-seq analysis on the liver (Supplementary Table S6). Principal component analysis (PCA) revealed remarkable differences in gene expression profiles (Figure 4A). In total, 445 genes with at least two-fold changes of expression (*p* < 0.05) were identified (Figure 4B). The top differentially expressed genes are presented as a heatmap (Supplementary Figure S3A). Gene set enrichment analysis (GSEA) showed that the upregulated genes induced by HFD^fri^ were enriched in the gene set related to UPR (Figure 4C). The expression of UPR-related genes was further confirmed by RT-qPCR (Supplementary Figure S3B).

We then elucidated the changes in signaling pathways related to UPR, including activating transcription factor 6 (ATF6) signaling, inositol-requiring enzyme 1 (IRE1) signaling, and PERK signaling. HFD^fri^ led to elevated levels of ATF6-related genes (Supplementary Figure S3C) and the upregulation of *Atf6* mRNA (Figure 4D). Similarly, dramatic elevation of the IRE1-related gene, *the spliced form of X-box binding protein 1 (Xbp1s)* (Figure 4E), and other relevant genes (Supplementary Figure S3D,E) were observed in the liver of mice fed HFD^fri^. The IRE1-related metabolite uridine diphospho-N-acetylglucosamine (UDP-GlcNAc) and its upstream metabolite glucosamine were also regulated in the liver of mice fed HFD^fri^ (Supplementary Figure S3F and Table S7). The increases of phospho-eukaryotic initiation factor 2α (p-eIF2α) and ATF4 suggested PERK signaling was also activated by HFD^fri^ (Figure 4F,G). Importantly, the expression of PERK-ATF4-regulated *Nnmt*NNMT mRNA (Figure 4H) and NNMT protein (Figure 4I) was also upregulated by HFD^fri^.

### 3.5. Hepatocyte-Specific Depletion of Nnmt Protected the Liver from MCD Diet-Induced Damages

The changes of UPR-NNMT signaling in the liver inspired us to study the role of NNMT in dietary factor-induced liver damage. To this end, we employed a hepatocyte-specific *Nnmt* KO mouse model, *Alb-Cre::Nnmt ^flox/flox^* (referred to as *Nnmt* KO mice in the following), and an MCD diet-induced liver damage model. The KO efficiency was validated by RT-qPCR (Supplementary Figure S4A). Dramatic but comparable decreases in bodyweight were observed in both NNMT KO mice and control mice (NNMT*^flox/flox^*) fed on an MCD diet (Supplementary Figure S4B). Interestingly, lower concentrations of TC, ALT, and AST were observed in the serum of NNMT KO mice (Figure 5A,B). In addition, a lower proportion of liver, but not white adipose tissue (WAT), was identified in NNMT KO mice (Figure 5C and Supplementary Figure S4C). These results indicated that the knockout of NNMT protected the mice from dietary-induced liver damage.

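Liver RNA from 4 Nnmt KO mice and 4 control mice fed on the MCD diet, which lacks methionine and choline, for 8 weeks was sequenced, with 1 library per mouse. The authors state that the reads were aligned and quantified with HISAT2. They deposited a whole-number count for each of 33212 genes, without normalization. The columns of this count table carry the genotype but no mouse number, so the libraries are lettered a to d within each genotype. Total counts per library were between 75020072 and 87934362 in Nnmt KO mice (median 79115400) and between 79043675 and 87056991 in control mice (median 84673027.5). At this depth, a gene with 3 counts has between 0.0341 and 0.04 CPM (counts scaled to the library total). No pair of libraries of the same genotype was a copy of one library, as the chi-square per degree of freedom between them ran from 42.2 to 263, and each library was used as 1 replicate. The counts were scaled by edgeR's TMM method, whose factors ranged from 0.876 to 1.21, and 15291 genes with enough counts were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. No sequencing batch is given for the libraries.
The targeted gene, Nnmt (ENSMUSG00000032271), lies on the minus strand of chromosome 9 from 48591877 to 48605153 in GENCODE's annotation of GRCm38. Its counts were 2910, 3617, 5770 and 5950 in the Nnmt KO libraries a to d and 9308, 16996, 11611 and 7139 in the control libraries a to d. After normalization, the mean was 57.1 ± 23.1 CPM (SD, n = 4) in Nnmt KO mice and 139 ± 60.5 CPM (SD, n = 4) in control mice, and every Nnmt KO mouse was below every control mouse (two-sided exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The groups met closely, however, with Nnmt at 83 CPM in Nnmt KO library d and at 84.9 CPM in control library d. The KO mean was 41.2% of the control mean. These are counts per gene in RNA of the liver, while the knockout is specific to hepatocytes. The share therefore does not measure the efficiency of the knockout, which the paper checked by RT-qPCR. The log2 fold change of Nnmt in these libraries was -1.28 (standard error 0.33), with an unadjusted p of 0.00256 and an adjusted p of 0.123 over all genes in edgeR's test. Leaving out control replicate b moved it most, to -0.94.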

We then investigated the mechanism of the protection provided by the knockout of NNMT (Supplementary Table S8). PCA revealed dramatic differences in gene expression profiles (Supplementary Figure S4D). 

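Among the 500 genes with the largest variance of log2 CPM (prior count 2), PC1 held 22.4% of the variance and PC2 18.5%. On PC1, the 4 Nnmt KO mice lay between -16.6 and -13.4 and the 4 control mice between 2.95 and 23.2, without overlap (two-sided exact permutation test, p = 0.0286, the smallest p possible). The genotypes did not separate on PC2 (exact permutation test, p = 0.4), where Nnmt KO libraries ran from -15.3 to 15.7 and control libraries from -17.6 to 20.1. The difference between genotypes accounted for 21.3% of the total sum of squares of these genes. None of the other assignments of the 8 libraries to 2 groups of 4 gave a larger share (exact permutation test, p = 0.0286). DESeq2's variance stabilizing transformation moved this share most, to 34.4% (exact permutation p = 0.0286).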

In total, 390 genes with at least 2-fold changes of expression (*p* < 0.05) were identified (Supplementary Figure S4E). 

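By edgeR's test, 266 of 15291 genes had an unadjusted p under 0.05 and an expression at least 2-fold different between Nnmt KO and control mice. Of these, 192 genes were higher and 74 were lower in Nnmt KO mice. The 4 Nnmt KO libraries did not overlap the 4 control libraries for 170 of the 266 genes, 120 of them higher and 50 lower in Nnmt KO. Over all tested genes, 8.16% had libraries that did not overlap, where chance gives 2.86%. Without a limit on the fold change, 1925 genes had an unadjusted p under 0.05, a number that 1 of the other splits of the 8 libraries exceeded, with 2195 genes, and 49 genes passed an adjusted p of 0.05, 28 of them higher and 21 lower in Nnmt KO. Both limits together, an adjusted p under 0.05 and a 2-fold change, left 27 genes, of which 23 were higher and 4 lower. That count ran from 6 to 82 across the 8 fits that each left out one replicate. The 82 came without Nnmt KO replicate a, with 46 higher and 36 lower. With DESeq2's Wald test it was 129, with 90 higher and 39 lower. DESeq2's Wald test on the same counts gave 390 genes at an unadjusted p under 0.05 and a 2-fold change, 284 higher and 106 lower in Nnmt KO, and 256 of the 266 genes from edgeR were among them.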

The top differentially expressed genes are presented in a heatmap (Supplementary Figure S4F). 

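The 5 genes with the smallest p among those at least 2-fold higher in Nnmt KO mice, with no overlap between libraries, were Mbl2, Igf2, Cyp3a16, Sftpa1 and Sult2a1. Mbl2 (ENSMUSG00000024863, chromosome 19, 30232942 to 30239687), which encodes a mannose-binding lectin, rose from 8.59 ± 1.98 CPM in control mice to 68.5 ± 13.6 CPM in Nnmt KO mice (SD, n = 4 each). Its log2 fold change was 2.99 (standard error 0.20, adjusted p = 0.000133 from edgeR's test), and stayed between 2.90 and 3.11 with each mouse left out in turn. The growth factor gene Igf2 (ENSMUSG00000048583, chromosome 7, 142650766 to 142666816) was at 0.801 ± 0.219 CPM in control and 7.51 ± 1.88 CPM in Nnmt KO mice, a log2 fold change of 3.22 (standard error 0.26, adjusted p = 0.000603 from edgeR's test). The other 3 genes had log2 fold changes of 2.84 for Cyp3a16, 2.41 for Sftpa1 and 3.38 for Sult2a1, from control means of 0.604, 0.546 and 0.321 CPM. Cyp3a16 and Sult2a1 belong to families of closely similar genes, between which the authors' counting could have split reads.
In the other direction, the 5 genes were Trib3, Pde9a, Extl1, Avpr1a and Ntn3. Trib3, a pseudokinase gene induced by the ISR, is given with the other ISR genes. Pde9a had a log2 fold change of -1.03 (standard error 0.14, adjusted p = 0.0205 from edgeR's test), Extl1 of -1.75 (standard error 0.28, adjusted p = 0.042) and Avpr1a of -1.07 (standard error 0.18, adjusted p = 0.0456). These adjusted p-values rose above 0.05 in 6, 9 and 8 of 12 alternative analyses, while the unadjusted p stayed at or under 0.000476. Ntn3 had a log2 fold change of -1.16 (standard error 0.22) with an adjusted p of 0.0673 in edgeR's test.

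**Figure D1:**
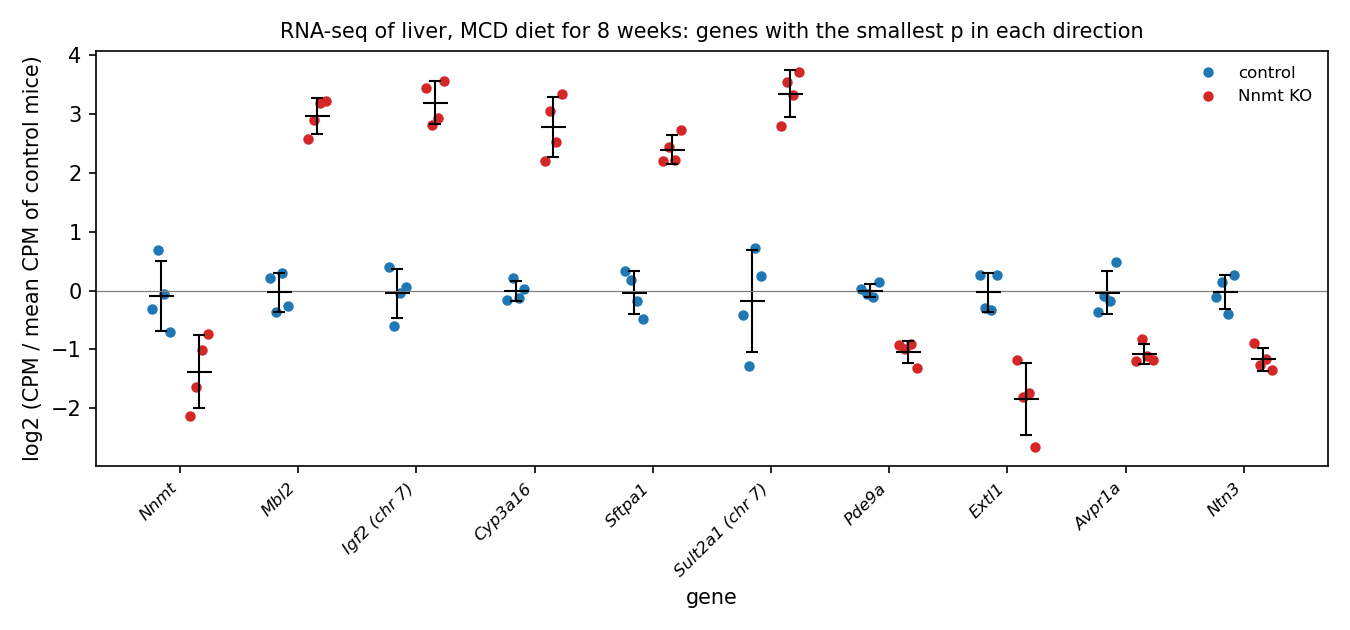
Expression of Nnmt and of 9 genes with the smallest p in each direction, as log2 of each library's CPM over the mean CPM of the control mice. Points are the 4 libraries of each genotype, the horizontal mark is their mean and the bar their SD. For each gene the Nnmt KO libraries lie on one side of all control libraries, for example Mbl2 at a log2 fold change of 2.99 and Extl1 at -1.75.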

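Genes were ranked by the signal-to-noise ratio of control minus Nnmt KO expression, and 3 gene sets were compared with 10000 random sets of equal size. The sets were written from general knowledge of the UPR, of the response to amino acid starvation through the kinase GCN2, and of the response to heme deficiency through the kinase HRI, and are not the list files used by the paper. The UPR set of 113 genes had an enrichment score of 0.40 towards control (gene-set permutation p = 0.000564, adjusted over the 3 sets p = 0.000564). Its median log2 fold change was -0.06, with 72 genes lower and 41 higher in Nnmt KO mice. The amino acid starvation set, of which 96 genes were ranked, had an enrichment score of 0.50 (permutation p = 0.000278, adjusted p = 0.000417). Of these genes, 82 encode ribosomal proteins, with a median log2 fold change of -0.08. The heme deficiency set of 15 genes had an enrichment score of 0.78 (permutation p = 0.00023, adjusted p = 0.000417), carried by 7 genes. When the genotypes of the 8 mice were permuted in place of genes, which keeps the correlation between genes, an enrichment score as large was found in 8 of 70 assignments for the UPR set (exact permutation p = 0.114), 32 of 70 for the amino acid starvation set (exact p = 0.457) and 2 of 70 for the heme deficiency set (exact p = 0.0286, the smallest possible, or 0.0857 adjusted over the 3 sets).
Among the genes named in Figure 5G, Trib3 (ENSMUSG00000032715, chromosome 2, 152337422 to 152344032) had the largest change in these libraries. It was at 78.2 ± 6.19 CPM in control and 30.2 ± 7.71 CPM in Nnmt KO mice (SD, n = 4 each), a log2 fold change of -1.37 (standard error 0.18, adjusted p = 0.0188 from edgeR's test). Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541), the transcription factor gene of the ISR, was at 115 ± 9.33 CPM in control and 78.3 ± 7.15 CPM in Nnmt KO mice, a log2 fold change of -0.56 (standard error 0.11, adjusted p = 0.0711 over all genes from edgeR's test). With DESeq2 the adjusted p of Atf4 was 0.000495, and over all alternatives it ran from 0.000495 to 0.264. The log2 fold changes were -0.81 for Asns, -0.70 for Atf3, -0.68 for Ddit3, -0.63 for Atf5 and -0.49 for Ern1, and the control and Nnmt KO libraries overlapped for Asns and Atf3. Of the 15 genes named in that figure, 14 were found in the count table under their symbols, and Rpl15a was not. All 14 were lower in Nnmt KO mice, 13 of them at an adjusted p under 0.05 over this list and 1, Trib3, at an adjusted p under 0.05 over all genes. With DESeq2, 8 of the 14 passed over all genes. The adjusted p of Trib3 rose above 0.05, to between 0.0543 and 0.0967, in 3 of the 8 fits that each left out one replicate. The exception on the list was Rpl13, with a log2 fold change of -0.08 (standard error 0.12), which edgeR's test could not tell from 0 (list-adjusted p = 0.506). Of the 14 genes, 7 lie on chromosome 7, among them Atf5, Bag3 and Exosc5. The chromosome's 1154 tested genes had a median log2 fold change of -0.14. Atf5 and Exosc5 lie between 25 and 50 Mb, where the median was -0.06, and the other 5 genes beyond 75 Mb, where it was between -0.30 and -0.23.

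**Figure D2:**
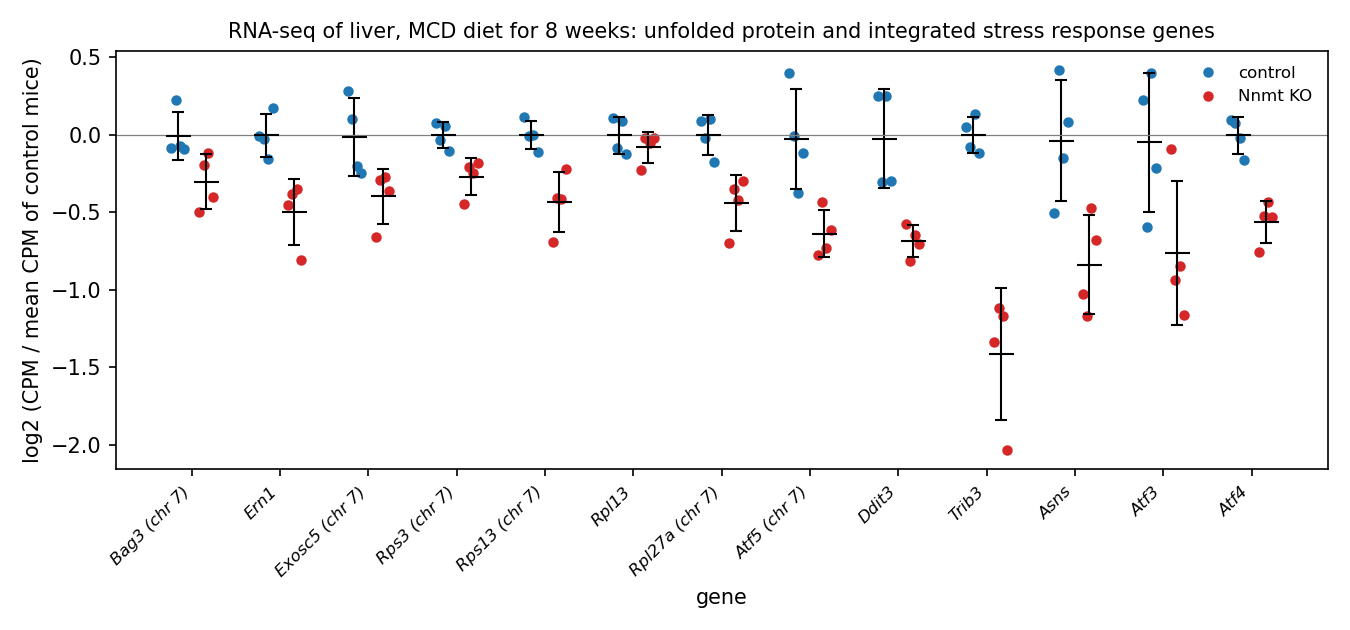
Expression of 13 genes of the UPR and ISR, as log2 of each library's CPM over the mean CPM of the control mice, with genes of chromosome 7 marked. Points are the 4 libraries of each genotype, the horizontal mark is their mean and the bar their SD. Trib3 has the lowest Nnmt KO mean, at a log2 fold change of -1.37, and the genotypes overlap for Rpl13, Asns and Atf3.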

Interestingly, GSEA identified NNMT KO downregulated genes related to multiple ISR-related biological processes, including UPR, amino acid starvation, and heme deficiency (Figure 5D–F). The expression of representative genes is shown in Figure 5G. In addition, we observed decreases in phosphorylated eIF2α and ATF4 proteins in the NNMT KO mice (Figure 5H). These data revealed NNMT, as a downstream factor of UPR, regulated ISR in the context of liver damage. 

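The RNA-seq data behind this statement are those of the 8 livers on the MCD diet, and the blots of phosphorylated eIF2α and ATF4 protein were not analysed here. At the RNA level, 7 of the 15 genes of the heme deficiency set were lower in Nnmt KO mice at an unadjusted p under 0.05 and 1 was higher. Of the UPR set, 24 genes were lower and 1 was higher at that threshold, and of the amino acid starvation set, 12 were lower and none was higher. Some genes of kinases that phosphorylate eIF2α are members of the gene sets, and were chosen after their values were seen. Of these, Eif2ak3 (PERK) had a log2 fold change of -0.28 (edgeR's adjusted p = 0.338), Eif2ak4 (GCN2) of -0.12 (adjusted p = 0.74) and Eif2ak1 (HRI) of -0.10 (adjusted p = 0.693). None of these was distinguishable from 0 after adjustment. No other kinase of eIF2α is given here, and RNA levels do not measure the activity of a kinase. Eif2ak3, at an unadjusted p of 0.0328 in edgeR's test, is among the 24 lower genes of the UPR set. The paper starts from the lower expression of genes of the UPR, amino acid starvation and heme deficiency in Nnmt KO mice, adds the expression of representative genes and the lower p-eIF2α and ATF4 proteins, and concludes that NNMT, placed downstream of the UPR, regulates the ISR in liver damage.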

A scheme for current research is presented in Figure 5I.

## 4. Discussion

The diet is obviously an important factor affecting the key features of the DIO model. In the current study, we identified an unexpected body weight difference correlated with the storage conditions of HFDs. An untargeted LC-MS lipidomics analysis showed the enrichment of MCT in the HFD^fri^, which contributed to the variance of lipid absorption efficiency and obesity-related phenotypic changes. The HFD^fri^-induced liver damage is related to the activation of UPR. The hepatocyte-specific depletion of the UPR-regulated NNMT gene protected the MCD diet-receiving mice from liver damage via inhibition of the ISR.

There has been no consistent requirement for storage conditions of HFDs in metabolism studies. We have broadly consulted the users of multiple animal facilities in the USA and China, and they generally report that the storage conditions of HFDs after the package was opened are random (Supplementary Table S9). A comprehensive and systemic study is needed to understand whether the storage conditions are responsible for the experimental variations among these facilities.

It has been proposed by several studies that rodents and even humans taking MCT-enriched food may gain less fat mass [23,24,25,26,27]. This proposition is consistent with what we observed in the current study. We found the MCT-enriched oil had a lower absorption efficiency than the lipid mixture. This finding provides a mechanistic insight for the body weight differences induced by MCT.

We were surprised to find that the leaner mice fed by HFD^fri^ presented exacerbated liver damage. Notably, similar effects have been observed using an MCT-enriched diet [28]. Our study does not indicate that an MCT-enriched diet is not suitable for clinical application, as we were using mouse models. However, our results suggest clinicians need to design therapies for their patients carefully and consider the potential for liver damage.

Previously, we reported that the expression of hepatic NNMT was down-regulated by ketogenic diet feeding and upregulated by calorie restriction compared with chow-fed mice [7]. However, it remains unclear how the nutrients in the different diets affect the expression of hepatic NNMT. Here, we showed that mice fed with HFD^fri^ and HFD^fre^ had different levels of liver expression of NNMT. The different lipid composition of HFD^fri^ and HFD^fre^ regulates the NNMT expression, most likely through altered UPR status. The precise lipid components responsible for NNMT expression could be intriguing for further investigation.

The advanced liver damage and simultaneous elevation of UPR-NNMT signaling induced by HFD^fri^ inspired us to test the specific role of NNMT for diet-induced liver damage. It has been reported that whole-body depletion of NNMT leads to profound metabolic changes in mice [29], but the functions of NNMT in different tissues are variable [30].

With a hepatocyte-specific NNMT KO model, we identified the protective effects of NNMT depletion in MCD diet-induced liver damage. This observation is consistent with the protective effects of NNMT inhibition in carbon tetrachloride- or alcohol/palmitate-induced liver damage, suggesting the pivotal role of NNMT for liver diseases. Interestingly, NNMT depletion induced the downregulation of ISR in the liver. It is possible that there is a positive feedback loop connecting NNMT and ISR, whose disruption protects the liver from damages induced by various factors. The mechanism of how NNMT regulates ISR in the liver is interesting and needs to be studied further.

Our study is certainly limited by the fact that we used mice as model organisms. The HFD is also specially designed for the establishment of the DIO mouse model. It is not suitable to translate the findings directly into the real world. The role of NNMT in dietary factor-induced liver damage can be further confirmed by the comparisons between NNMT KO mice fed by HFD^fre^ and HFD^fri^, which can be performed in the future.

## 5. Conclusions

Our study provides evidence that HFD storage conditions can have a significant impact on both body weight changes and liver damage in the DIO model. NNMT may play important roles in dietary factor-induced liver damage.

## Figures and Tables

**Figure 1:**
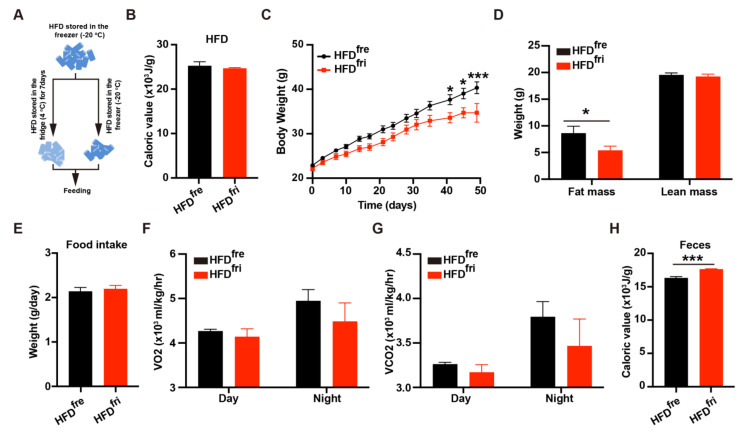
High-fat diets (HFDs) stored in different conditions leads to bodyweight differences. (**A**) The simplified protocol for high-fat diet (HFD) storage. HFDs were divided into two parts. HFDs stored in the freezer (fre) (HFD^fre^) were stored at −20 °C for 7 days, and HFDs stored in the fridge (fri) (HFD^fri^) were stored at 4 °C before the experiments started; (**B**) the bomb calorimeter was used to detect the energy content in HFD^fre^ and HFD^fri^ (HFD^fre^, n = 5; HFD^fri^, n = 6); (**C**–**G**) analysis of metabolic features of the mice. The features include (**C**) body weight (*p* < 0.0001 from two-way ANOVA) (n = 9 for each group), (**D**) body composition (n = 10 for each group), (**E**) food intake (n = 9 for each group), (**F**) average O_2_ consumption rate (VO2, *p* = 0.2766 from two-way ANOVA) (n = 4 for each group), and (**G**) average CO_2_ production rate (VCO2, *p* = 0.2650 from two-way ANOVA) (n = 4 for each group); (**H**) fecal energy content of mice fed by HFDs stored in different conditions (n = 5 for each group). The adjusted *p*-value from multiple comparison tests are indicated as *, *p* < 0.05; ***, *p* < 0.001. The results of the Student *t*-test are provided in Supplementary Table S3.

**Figure 2:**
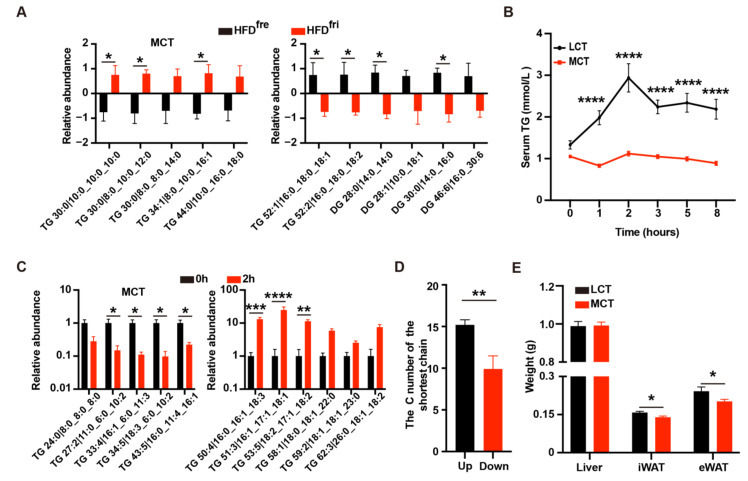
Medium-chain triglycerides (MCT) induced phenotypic changes in the mice fed by high-fat diets (HFD) stored in the fridge (fri) (HFD^fri^). (**A**) Lipidomics analysis of the diet revealed increases of medium-chain triglycerides (MCT) (left panel, *p* < 0.0001 from two-way ANOVA) and decreases of long-chain triglyceride (LCT)/long-chain diglyceride (LCD) (right panel, *p* < 0.0001 from two-way ANOVA) in high-fat diets (HFD) stored in the fridge (fri) (HFD^fri^) (n = 3 for each group); (**B**) the oral lipid tolerance test (OLTT) with MCT-enriched oil or sunflower oil in wild-type mice without exposure to HFDs (*p* < 0.0001 from two-way ANOVA) (n = 10 for each group); (**C**) relative abundance of MCT (left panel, *p* < 0.0001 from two-way ANOVA) and LCT (right panel, *p* < 0.0001 from two-way ANOVA) in the serum of mice in the initial or two-hour time point of OLTT (n = 3 for each group); (**D**) the average length of shortest chain for triglycerides (TG) with high (up, n = 48) or low (down, n = 10) absorptive efficiency; (**E**) the weight of the liver, inguinal white adipose tissue (iWAT), and epididymal white adipose tissue (eWAT) in the 8-week-old male mice fed by MCT-enriched oil or sunflower oil for three weeks (n = 9 for each group). The adjusted *p*-values from multiple comparison tests are indicated as *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001. The results of the Student *t*-test are provided in Supplementary Table S3.

**Figure 3:**
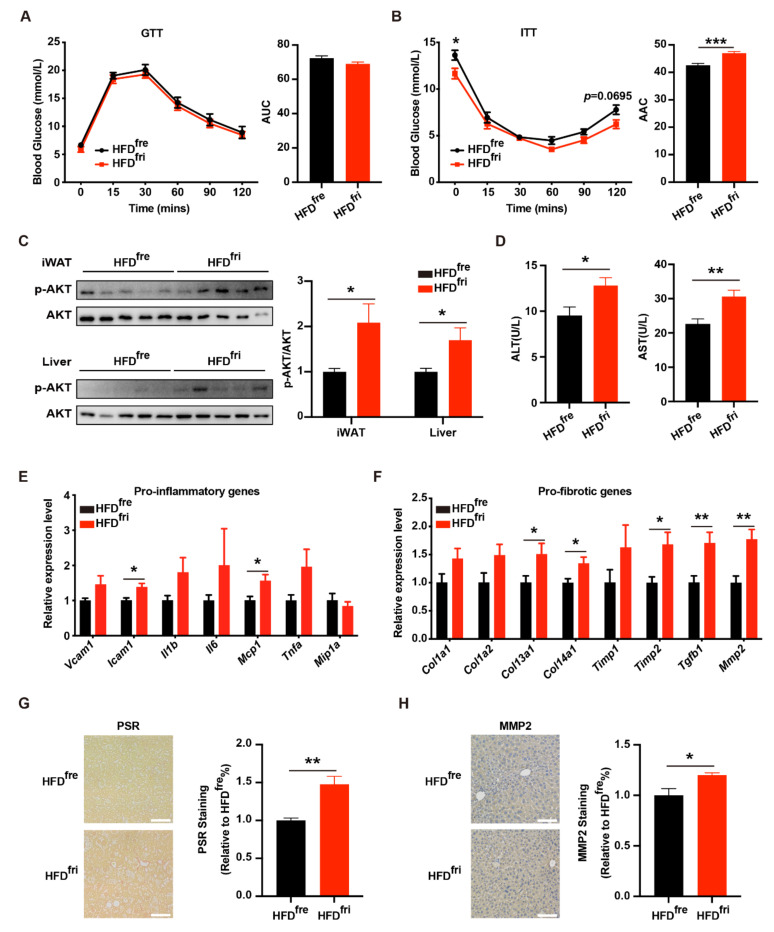
Exacerbated liver damage of the mice fed by high-fat diets (HFDs) stored in the fridge (fri) (HFD^fri^). (**A,B**) Analysis of glucose metabolic conditions with (**A**) glucose tolerance test (GTT) (*p* = 0.1480 from two-way ANOVA) and (**B**) insulin tolerance test (ITT) (*p* < 0.0001 from two-way ANOVA) (for the high-fat diet (HFD) stored in the freezer (fre) (HFD^fre^), n = 8; for the HFD stored in the fridge (fri) (HFD^fri^), n = 7); (**C**) expression of phospho-protein kinase B (*p*-AKT) in the liver, inguinal white adipose tissue (iWAT), and epididymal white adipose tissue (eWAT) in insulin assay of the mice fed by HFD for 7 weeks (n = 5 for each group); (**D**) serum concentration of alanine aminotransaminase (ALT) and aspartate aminotransferase (AST) (HFD^fre^, n = 9; HFD^fri^, n = 7). (**E**) Expression of proinflammatory genes and (**F**) pro-fibrotic genes in the liver of mice fed by HFD (HFD^fre^, n = 8; HFD^fri^, n = 7). (**G,H**) Representative images of Picro Sirius Red (PSR) staining (**G**) and Matrix Metallopeptidase 2 (MMP2) staining (**H**) on liver (n = 6 for each group). Eight-week-old male mice were fed by HFD^fre^ and HFD^fri^ for 7 weeks. Scale bar represents 100 µm. The adjusted *p*-values from multiple comparison tests are indicated as *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001. The results of the Student *t*-test are provided in Supplementary Table S3.

**Figure 4:**
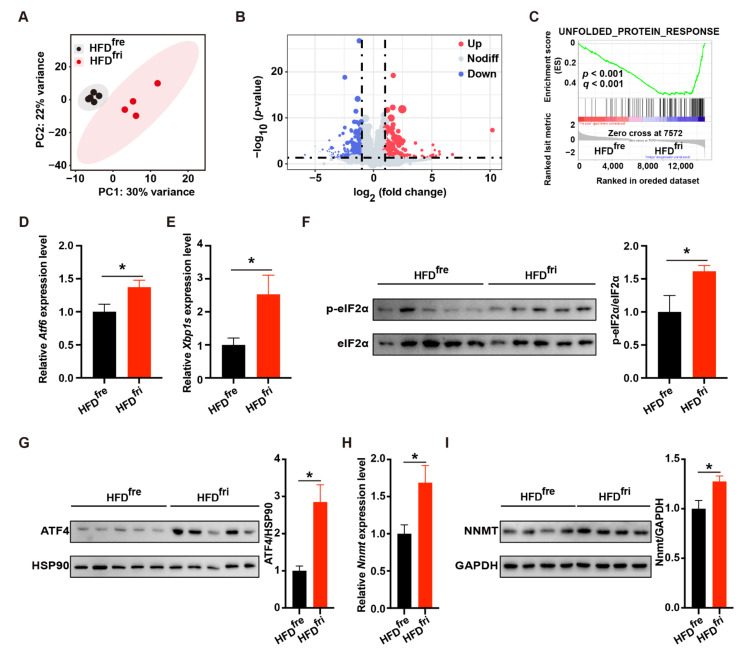
Elevation of unfolded protein response (UPR) in the mice fed by high-fat diets (HFDs) stored in the fridge (fri) (HFD^fri^). (**A**–**C**) RNA-seq analysis of the liver including (**A**) principal component analysis (PCA), (**B**) volcano plot, and (**C**) gene set enrichment analysis (GSEA) results of unfolded protein response (UPR)-related gene set (high-fat diet (HFD) stored in the freezer (fre) (HFD^fr^^e^), n = 5; HFD stored in the fridge (fri) (HFD^fri^), n = 4); (**D**,**E**) relative expression of *activating transcription factor6 (Atf6)* (**D**) and *the spliced form of X-box binding protein 1 (Xbp1s)* (**E**) mRNA in the liver (HFD^fre^, n = 8; HFD^fri^, n = 9); (**F**,**G**) expression of phospho-eukaryotic initiation factor 2α (p-eIF2α) (**F**) and activating transcription factor 4 (ATF4) (**G**) protein in the liver (n = 5); (**H**,**I**) relative expression of *Nicotinamide N-methyl transferase* (*Nnmt)* mRNA (**H**) and NNMT protein (**I**) in the liver (HFD^fre^, n = 8; HFD^fri^, n = 10). The adjusted *p*-values from multiple comparison tests are indicated as *, *p* < 0.05. The results of the Student *t*-test are provided in Supplementary Table S3.

**Figure 5:**
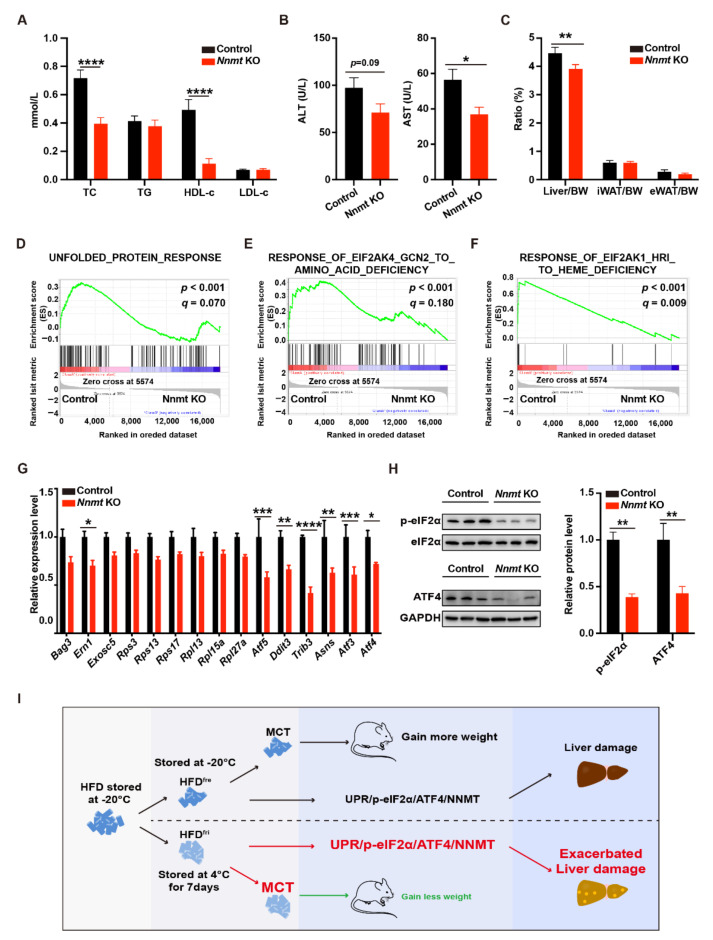
*Nicotinamide N-methyl transferase* knockout (NNMT KO) protected liver from methionine- and choline-deficient (MCD) diet-induced damages. (**A**,**B**) Analysis of the serum lipid profile ((**A**) *p* < 0.0001 from two-way ANOVA) and the serum concentration of alanine aminotransaminase (ALT) and aspartate aminotransferase (AST) (**B**) (control, n = 6; *Nicotinamide N-methyl transferase* knockout (NNMT KO), n = 7); (**C**) the proportion of liver, inguinal white adipose tissue (iWAT), and epididymal white adipose tissue (eWAT) (*p* = 0.0327 from two-way ANOVA; control, n = 6; NNMT KO, n = 7); (**D**–**F**) gene set enrichment analysis (GSEA) results of RNA-seq data in the liver (n = 4 for each group); (**G**) the expression of integrated stress response (ISR)-related genes in the liver (*p* < 0.0001 from two-way ANOVA, control, n = 4; NNMT KO, n = 6); (**H**) the expression of phospho-eukaryotic initiation factor 2α (p-eIF2α) and activating transcription factor 4 (ATF4) protein in the liver (*p* = 0.0005 from two-way ANOVA) (n = 3 for each group). The control or NNMT KO male mice were fed by methionine- and choline-deficient (MCD) diets, side-by-side, for 8 weeks. (**I**) Schematic figure of the study. The adjusted *p*-values from multiple comparison tests are indicated as *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001 from the Student *t*-test. The results of the Student *t*-test are provided in Supplementary Table S3.

## Data Availability

The raw data of this study was deposited to the Gene Expression Omnibus database at GSE203040.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu14112222/s1, Figure S1: Physiological changes of mice fed by high fat diet stored in different conditions; Figure S2: The lipid composition in high fat diet stored in the fridge; Figure S3: Transcriptional and metabolic changes in the liver; Figure S4: The effects of nicotinamide N-methyl transferase KO in the liver; Table S1: Antibodies used in this study; Table S2: RT-PCR primers used in this study; Table S3: Student *t*-test and Two way ANOVA analysis of several figures; Table S4: Lipidomics of HFD^fre^ and HFD^fri^; Table S5: Lipidomics of serum after oral gavage of sunflower oil for 0 h or 2 h; Table S6: Genes transcripts per million (TPM) expression of mice liver fed by HFD^fre^ and HFD^fri^; Table S7: Genes transcripts per million (TPM) expression of Control and *Nnmt* Liver specific KO mice liver; Table S8: Metabolomics of mice liver fed by HFD^fre^ and HFD^fri^; Table S9: Storage conditions in different facility.

How the deposited data were processed for this re-analysis (not part of the article)

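RNA-seq of liver from 4 Nnmt KO mice and 4 control mice, all fed on the MCD diet for 8 weeks, was used. The paper gives the control mice as Nnmt flox/flox, while the sample labels give them as WT, which could not be resolved here. The KO mice carry Alb-Cre, and neither description gives it to the controls. The comparison therefore cannot separate the loss of Nnmt from the presence of Alb-Cre, or from the floxed allele if the controls were WT. The authors aligned and quantified the reads with HISAT2, as the paper states. They deposited whole-number counts per gene, without normalization, for 33212 genes, of which 12414 had 0 counts in every library. The paper's text names neither the genome build nor the annotation, names no tool other than HISAT2 for the quantification, and does not state whether the counting used strand. Reads from overlapping, antisense or closely similar genes could therefore have been assigned differently from one counting method to another, and the counts include that step. The paper names one library kit (KAPA HyperPrep) and the sample labels another (NEBNext Ultra). The table has 8 columns of counts, each named by genotype, and no column was left out. As the columns carry no mouse number, the libraries were lettered by their order within a genotype, and no pairing between genotypes was made.

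Total counts per library ran from 75020072 to 87934362, so that 3 counts stand for at most 0.04 CPM. Each comparison rests on the spread between 4 mice per genotype. Genes with enough counts were kept by edgeR's filterByExpr (minimum count 10), which left 15291. Normalization by TMM, dispersion estimates and the quasi-likelihood test were made with edgeR 4.0.16 in R 4.3.3, and the standard error of a log2 fold change is the one implied by the test's F statistic. Adjusted p-values are Benjamini-Hochberg adjusted over all tested genes unless another list is named. DESeq2 1.42.0, which the paper names for its own comparison, was run as an alternative. Genes were positioned by their Ensembl identifiers in GENCODE's annotation M21 of GRCm38, which held 15146 of the 15291 tested genes (99.1%). No position is given for Ntn3, which was not matched there.

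PCA used log2 CPM with a prior count of 2 for the 500 genes of largest variance. Gene sets were tested with fgsea 1.28.0 on genes ranked by the signal-to-noise ratio with a weight of 1 and 10000 random sets, and again with all 70 assignments of genotypes to the 8 libraries. The members of the 3 sets were written from general knowledge before the data were examined, since the paper's set files were not used here. Enrichment scores can therefore differ from the paper's through set membership alone. Exact permutation tests were two-sided.

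The genes named in the text are Nnmt, the genes of Figure 5G, and the 5 genes with the smallest p in each direction among those with a symbol, at least a 2-fold change, an unadjusted p under 0.05 and libraries that did not overlap. Genes named outside this rule are marked as chosen after their values were seen. Not every gene that meets this rule is reported here.

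The tests were tried on simulated data first. For 15291 simulated genes with the means, dispersions and library sizes of the real libraries, 200 were changed by 1.5 on the log2 scale. At an adjusted p of 0.05, edgeR called 153 of the changed genes (76.5%) and 8 unchanged genes, and DESeq2 called 162 changed and 43 unchanged genes. Without any simulated change edgeR called 0 genes. The simulated genes were drawn independently of each other from edgeR's dispersion estimates, so correlation between real genes was left out. A simulated shift of -0.20 for the genes of one chromosome was recovered as -0.21.

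The alternatives tried were DESeq2's size factors, scaling by library size only, DESeq2's test, no filter on low counts, each library left out in turn, other thresholds, other transformations for the PCA, other rankings and members for the gene sets, and, added after the data were seen, leaving out chromosome 7. Experiments on the high-fat diets, RT-qPCR, metabolites and proteins were not analysed here.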

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

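The tests of the chromosome 7 pattern by other splits, by the share of lower genes and by the smallest shift over levels of expression were chosen after the pattern was seen, and the others before their results were seen.

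Genes of chromosome 7 were lower in Nnmt KO mice as a group, a signal among genes the paper does not discuss. The median log2 fold change of its 1154 tested genes lay -0.17 from that of the other autosomes, while each other autosome lay between -0.04 and 0.08 from the rest. The X chromosome, with 462 tested genes, lay 0.11 from the autosomes, the other way, and was not tested further. For chromosome 7, all 4 Nnmt KO libraries, from -0.12 to -0.05 around the mean of all libraries, were below all 4 control libraries, from 0.05 to 0.13 (two-sided exact permutation test, p = 0.0286, the smallest possible). Of the chromosome 7 genes, 301 had an unadjusted p under 0.05, 263 of them lower in Nnmt KO, and 12 of the 49 genes at an adjusted p under 0.05 were on this chromosome, which holds 7.88% of the autosomal genes. Of these 12, 9 were lower, and 3, namely Igf2, Sult2a1 and Sult2a2, the last chosen after its values were seen, were among the higher genes. The difference was uneven along the chromosome. The median log2 fold change was -0.07 from 0 to 25 Mb, -0.06 from 25 to 50 Mb and 0.09 from 50 to 75 Mb, then -0.29, -0.23 and -0.30 in the 3 stretches of 25 Mb from 75 to 150 Mb.

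Only 1 of the 35 splits of the 8 libraries, the real one, gave any autosome a departure as large. After the trend of fold changes with GC content and transcript length was removed, which was possible for all 14643 autosomal genes, a shift of -0.12 remained, so these properties account for part of it. Of the 1154 chromosome 7 genes, 69.2% lay below the median of the other autosomes, and 263 were lower at an unadjusted p under 0.05 in edgeR's test. This argues against a few strongly changed genes as the source, as these would leave most genes in place. The share follows in part from the shift of the median, so it is not a separate test. Genes with few counts do not carry the shift, as it was -0.20 in the tertile of genes with the highest expression. Genes whose symbol stem occurs once, which share fewer reads with relatives, shifted by -0.16. The 303 genes within 20 Mb of Nnmt on chromosome 9 shifted by -0.02, so the targeted locus shows no such pattern. The smallest shift in any tertile of expression was -0.11, in the lowest. A candidate explanation is a lower dosage of part of chromosome 7 in cells of the KO livers, or a higher one in the controls. Counts of RNA hold no copy number, and a strain variant or a transgene on this chromosome was not tested, so the pattern cannot be told apart from these and is not called a response to the loss of NNMT. It bears on the ISR genes, since 7 of the 14 genes of Figure 5G found in the table lie on chromosome 7. Of these, 5 lie beyond 75 Mb, where the shift is largest. Atf5 and Exosc5 lie between 25 and 50 Mb. The median of -0.06 there was still below that of every other autosome, the lowest being -0.03 on chromosome 17. For Bag3 and Rps3, 50% and 52.9% of the genes in the same stretch of 25 Mb had a lower log2 fold change, so these genes did not stand out from their neighbours. For Atf5 it was 3.29%, for Exosc5 10.8%, for Rpl27a 21% and for Rps13 22.7%.

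A score of female-typical minus male-typical liver genes was 0.59 higher in Nnmt KO than in control mice, again among genes the paper does not discuss. The lists of 16 and 20 tested genes were written after Cyp3a16, Sult2a1 and other sex-biased genes were seen to be higher in Nnmt KO, and leave those out. All 4 Nnmt KO libraries, from -0.07 to 0.62, lay above all 4 control libraries, from -0.60 to -0.15 (two-sided exact permutation test, p = 0.0286). This may be a shift towards female-typical expression, but neither list alone separated the genotypes (exact permutation p = 0.171 for the female-typical list, 12 of 16 genes higher in Nnmt KO, and p = 0.943 for the male-typical list, 8 of 20 genes lower). Y chromosome genes had a median log2 fold change of 0.24, which goes against female tissue among the KO libraries. Library size and gene family reads were not tested for this score, so no biological explanation is favoured.

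In 2 of 64 groups of 4 libraries, a single library stood far from the others, where chance gives about 3.2 such groups. The TMM factor of Nnmt KO library a was 1.21 (1.209), against 0.952 to 0.977 in the other Nnmt KO libraries. With the most abundant genes of each library left out, 14 in all, its gap was still 0.908 of the group's range, so a few abundant genes are not the source. No biological explanation was tested, since the design gives none for a single mouse. Bag3 in control library b was at 57.5 CPM, against 46.2 to 46.8 CPM in the other control libraries. With scaling by library size only, the largest gap among control libraries was 0.774 of their range, below the critical value, and library b was at 50.4 CPM against 44.2 to 49.1 CPM, so its distance depends on the normalization.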

How the results depend on the processing

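The alternatives were set before the data were examined, except those that leave out chromosome 7 and all those for the chromosome 7 shift. The log2 fold change of Nnmt stayed negative in all 12 alternatives, from -1.52 to -0.94 across the 8 fits that each left out one replicate, with adjusted p from 0.0705 to 0.296. The chromosome 7 shift lay from -0.20 to -0.15 in 12 alternatives.

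The count of genes at an unadjusted p under 0.05 and a 2-fold change was 266. It was 543 with no filter on low counts, 48 with an absolute log2 fold change above 2, and 27 with an adjusted p and the same fold limit. It ran from 261 to 372 across the 8 fits that each left out one replicate. Without Nnmt KO replicate a, 177 genes were higher and 133 lower, or 57.1% higher against 72.2% with all libraries. In the other fits of this kind, 68.3% to 80.1% were higher. The balance of directions therefore depends in part on that library. The count at an adjusted p under 0.05 was 49 and moved in every alternative run. It was 30 with DESeq2's size factors, 22 with library size only, 477 with DESeq2's Wald test, 8 with no filter on low counts, 7 with glmTreat against a fold change of 1.2, 8 without chromosome 7 genes, and from 6 to 149 across the 8 fits that each left out one replicate. All 49 genes were among the 477 of DESeq2. With library size only, 86.4% of these calls were higher in Nnmt KO, against 57.1% with TMM, and 41.9% were with DESeq2's Wald test. The cause was not tested. In the simulated data DESeq2 called 43 unchanged genes where edgeR called 8. Those data used edgeR's own dispersion estimates and independent genes, so they cannot tell why the 2 tests differ here.

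Of the Figure 5G genes, 13 of 14 were lower at a list-adjusted p under 0.05. Without chromosome 7 genes this was 6 of 7, and across the 8 fits that each left out one replicate it ran from 8 to 13. The share of variance between genotypes was 21.3%, and ran from 21.1% to 24.2% across the 8 fits that each left out one replicate, of which 2 had an exact permutation p of 0.0571.

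With gene-set permutation, the 3 enrichment scores kept their direction and an adjusted p under 0.05 under every ranking, scaling, filter and left-out replicate tried. With p from all relabellings of the libraries, the score of 0.40 for the UPR set had an adjusted p of 0.171, that of 0.50 for the amino acid starvation set 0.457, and that of 0.78 for the heme deficiency set 0.0857. Without the members of Figure 5G, the score of the heme deficiency set was 0.45 (gene-set permutation p = 0.331, with 9 genes). The 6 genes left out are among the 7 that carry the score and were chosen by the paper for this response, so a fall was fixed by the choice. Leaving out chromosome 7 gave 0.39, 0.48 and 0.80 for the 3 sets. Leaving out one replicate gave scores from 0.30 to 0.41, from 0.34 to 0.60 and from 0.70 to 0.79. The 0.34 of the amino acid starvation set came without Nnmt KO replicate a. There 9 genes carried the score, against 62 with all libraries and 36 to 75 in the other fits of this kind. That score therefore depends in part on this library.

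Over the other 23 named genes and 12 alternatives, no log2 fold change changed sign. In 240 of 276 comparisons the call at an adjusted p under 0.05 was kept, in 27 it was lost and in 9 it was gained, 8 of these with DESeq2. No paired analysis was possible because the columns of counts carry no mouse numbers. Depth limits genes near the floor of 3 counts, at most 0.04 CPM.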

Differences from the paper's values

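None of the 5 values compared differed from the paper's by more than 1.5 times. The paper's text gives 390 genes, and edgeR's test gave 266 at the same limits. Of the alternatives set before the data were examined, DESeq2's Wald test, the tool named in the paper's methods, gave 390. The paper's methods state a stricter limit on the log2 fold change than its text. At that limit, an absolute log2 fold change above 2, edgeR's test gave 48 genes and DESeq2's 147.

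The paper's enrichment scores are about 0.33 in Fig. 5D, about 0.41 in Fig. 5E and about 0.77 in Fig. 5F, read by eye, and those found here were 0.40 for the UPR set, 0.50 for the amino acid starvation set and 0.78 for the heme deficiency set, with other lists of members. Ranking by DESeq2's Wald statistic gave 0.77 for the heme deficiency set. About 5600 genes rank higher in control mice in Fig. 5D, read by eye. The number here was 7299 of 15291, and 5997 with scaling by library size only.

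Rpl15a, which Figure 5G names, was not found as a gene of the count table. The paper draws all genes of Figure 5G lower in KO mice, and in the RNA-seq counts Rpl13 had a log2 fold change of -0.08, which did not differ from 0 (edgeR's unadjusted p = 0.506).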

Other observations

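The tests by other splits and the test of ribosomal genes were chosen before their results were seen, and those of low counts and of all genes at an unadjusted p under 0.05 after.

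Refitting edgeR to each of the 35 splits of the 8 libraries into 4 and 4, 1 split, the real one, gave as many as 266 genes at an unadjusted p under 0.05 and a 2-fold change, and 1 split gave as many as 49 genes at an adjusted p under 0.05. At the first limits, 5 other splits gave over 200 genes, the highest 265 and 262, and the median of the other splits was 77. At an adjusted p, the highest of the other splits had 35 genes and their median was 0. For all genes at an unadjusted p under 0.05, 2 of the 35 splits gave as many as 1925, the real one and one with 2195, so this count is not set apart from the variation between mice. All splits were used, since the columns carry no replicate numbers. For enrichment scores, 4 of the 35 splits gave one as large as that of the UPR set, 16 of the 35 for the amino acid starvation set and 1 of the 35 for the heme deficiency set. The enrichments of the UPR set and of the amino acid starvation set are therefore not distinguishable from the variation between mice in these libraries, although both pass against random gene sets.

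Ribosomal protein genes make up 82 of the 96 ranked genes of that set, and 14 of them lie on chromosome 7. The median log2 fold change of those 14 was -0.20 and that of the other ribosomal protein genes -0.07. Without chromosome 7, the ribosomal members kept an enrichment score of 0.44, so the chromosome does not account for the whole score, and the 13 other members without chromosome 7 had a score of 0.82.

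The genes of Figure 5G were lower in KO mice in the paper's figure, whose groups differ in size from the 4 and 4 libraries used here. The paper's primers for Rpl15a, TTCTGGCGGATGCTCTCAAG and ACGCCACACTTGTTCAACCT, both match transcripts of Rps15a, and pseudogenes of it, in GENCODE's annotation M21. Rps15a, on chromosome 7 and chosen after its values were seen, had a log2 fold change of -0.37 (edgeR's adjusted p = 0.212).

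Other ISR genes, chosen after their values were seen, did not all follow. Chac1 had a log2 fold change of -1.74 (edgeR's adjusted p = 0.116) and Nupr1, on chromosome 7, of -1.75 (adjusted p = 0.0725), with every Nnmt KO library below every control library. Igfbp1, a member of the UPR set, went the other way, with a log2 fold change of 1.03 (adjusted p = 0.0986).

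All 8 libraries list more genes at 4 counts than at 2, for example 361 against 249 in Nnmt KO library a. Whole reads counted one by one usually give fewer genes at each higher count. This may be due to counts converted from read coverage. The 8 libraries share one pipeline, and the paper's text names HISAT2 for the quantification without saying how reads were counted. The numbers of genes at each count do not decide it alone. If counts were converted from coverage, they and the totals per library would overstate the number of independent reads. That bears on depth and sampling noise, and less on the spread between mice.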
